# Combined Single-Cell Functional and Gene Expression Analysis Resolves Heterogeneity within Stem Cell Populations

**DOI:** 10.1016/j.stem.2015.04.004

**Published:** 2015-06-04

**Authors:** Nicola K. Wilson, David G. Kent, Florian Buettner, Mona Shehata, Iain C. Macaulay, Fernando J. Calero-Nieto, Manuel Sánchez Castillo, Caroline A. Oedekoven, Evangelia Diamanti, Reiner Schulte, Chris P. Ponting, Thierry Voet, Carlos Caldas, John Stingl, Anthony R. Green, Fabian J. Theis, Berthold Göttgens

## Abstract

Heterogeneity within the self-renewal durability of adult hematopoietic stem cells (HSCs) challenges our understanding of the molecular framework underlying HSC function. Gene expression studies have been hampered by the presence of multiple HSC subtypes and contaminating non-HSCs in bulk HSC populations. To gain deeper insight into the gene expression program of murine HSCs, we combined single-cell functional assays with flow cytometric index sorting and single-cell gene expression assays. Through bioinformatic integration of these datasets, we designed an unbiased sorting strategy that separates non-HSCs away from HSCs, and single-cell transplantation experiments using the enriched population were combined with RNA-seq data to identify key molecules that associate with long-term durable self-renewal, producing a single-cell molecular dataset that is linked to functional stem cell activity. Finally, we demonstrated the broader applicability of this approach for linking key molecules with defined cellular functions in another stem cell system.

## Highlights

• Comparing HSCs purified with four methods identifies key functional molecules
• Index sorting links single-cell RNA-seq with single-cell transplantation
• EPCR^hi^CD48^−^CD150^+^Sca^hi^ purifies HSCs with durable self-renewal
• Single-cell biology links mammalian stem cell function with markers and pathways

## Introduction

Hematopoiesis is one of the best described models of adult stem cell biology due to the accessibility of tissue and the ability to isolate and functionally characterize multiple stages of a clearly defined hierarchy of differentiation (Bryder et al., 2006; Ema et al., 2014). HSCs can divide symmetrically, producing two HSCs or two progenitor cells, or asymmetrically, giving rise to an HSC and a progenitor cell. On a population level, these fate choices must be tightly regulated to maintain the HSC pool size throughout life while still supplying the required numbers and types of mature blood cells needed by the organism. Single-cell and serial transplantation studies have revealed significant heterogeneity in both the mature cell production and self-renewal durability of individual HSCs (Beerman et al., 2010; Dykstra et al., 2007; Goodell et al., 1996; Morita et al., 2010). This functional heterogeneity is thought to be controlled via cell intrinsic and extrinsic mechanisms (Copley and Eaves, 2013; Wilkinson and Göttgens, 2013) and is thought to play a role in disease evolution (Prick et al., 2014).

Advances in multiparameter flow cytometry have permitted isolation of HSCs for single-cell functional assays of cellular fate choice (Dykstra et al., 2007; Kent et al., 2008; Naik et al., 2013; Rieger et al., 2009). Because of the retrospective nature of these assays, individual cells shown to possess HSC properties are no longer available for molecular analyses. A long-standing goal in the field has been the identification of phenotypically and functionally pure HSCs, both in terms of cell surface marker expression and regenerative capacity upon transplantation. While this has led to the identification of dozens of markers that enrich for HSC populations containing long-term HSCs (LT-HSCs), it is unclear which cells are HSCs and which are contaminating cells within any given HSC-enriched population.

To address the issue of molecular and functional heterogeneity in HSCs, we took an integrated single-cell approach. Using four commonly used HSC purification strategies, we performed single-cell gene expression in combination with flow cytometric index sorting. We report the molecular signature for these four HSC populations and present the integration of these data with indexed flow cytometry data and single-cell RNA-seq (scRNA-seq) alongside in vitro and in vivo functional assays. Subsequent integration of these datasets permitted design of an unbiased sorting strategy that separates non-HSCs away from HSCs. Single-cell transplantation experiments using the enriched population were then undertaken and combined with the RNA-seq data to identify key molecules that associate with long-term durable self-renewal to produce a single-cell molecular dataset that is linked to functional stem cell activity.

## Results

### Single-Cell Gene Expression Analysis Reveals an Overlapping Molecular Signature for Four Heterogeneous HSC Populations

The most refined HSC purification strategies can now isolate HSCs at 40%–50% purity as validated by single-cell transplantation experiments (Beerman et al., 2010; Challen et al., 2010; Kent et al., 2009; Kiel et al., 2005; Morita et al., 2010). While each strategy identifies some fraction of functional HSCs, not all cells are able to repopulate an irradiated mouse. To identify commonalities between populations, we selected four widely used HSC isolation strategies (Adolfsson et al., 2001; Kent et al., 2009; Kiel et al., 2007; Weksberg et al., 2008) in addition to a finite self-renewal HSC (FSR-HSC) fraction (Kent et al., 2009) and four defined progenitor populations, lymphoid-primed multipotent progenitors (LMPPs) (Adolfsson et al., 2005), common myeloid progenitors (CMPs), megakaryocyte-erythroid progenitors (MEPs), and granulocyte-monocyte progenitors (GMPs) (Akashi et al., 2000) (Figures 1A and S1A). Progenitor populations were included to further resolve HSC fractions in terms of self-renewal and multilineage capacity. We isolated over 1,800 cells for single-cell gene expression analysis (n = 210 per population) and validated each population by functional assays, as outlined below. For CMP, GMP, and MEPs, 500 cells were isolated and placed into methylcellulose cultures, while single LMPPs were sorted onto OP9 feeder cells in 96-well plates, as described previously (Månsson et al., 2007) (Figure S1B). Clonal assays were performed for all populations and functional readouts were 65% CMPs, 60% GMPs, 38% MEPs, and 45% LMPPs, in line with previous publications. For each HSC population, 50 cells were isolated and transplanted into five lethally irradiated recipients (e.g., an average of ten cells per mouse). All four strategies contained HSCs at a frequency of one in ten or greater, as estimated by the extreme limiting dilution tool (http://bioinf.wehi.edu.au/software/elda/), with two populations repopulating all mice transplanted (Figures S1C and S1D; Kent et al., 2009). Cells for single-cell expression and functional assays were isolated on the same day from the same mouse bone marrow suspension.

Single-cell gene expression analysis of 48 genes was performed in all 1,800 cells. Our gene set included 33 transcription factors important for HSCs and hematopoiesis (Wilkinson and Göttgens, 2013), 12 additional genes implicated in HSC biology, and 3 housekeeping genes (Figure 1B; Table S1). Unsupervised hierarchical clustering revealed that the HSCs and progenitors form two distinct clusters (I and II respectively, Figure 1C). Within the progenitor cluster (II), cells were divided into five subclusters, which separate the LMPPs (IIa) and MEPs (IIc). The GMPs are divided in two locations, with one subset of cells (IIb) clustering next to the LMPPs (IIa) and the second subset (IId) between the MEPs (IIc) and a number of HSC-sorted cells (IIe). CMPs tended to be interspersed within the GMP clusters (IIb and IId). Clusters IIa and IIb had higher expression of Pu.1 (Spi1), whereas IIc, IId, and IIe have higher expression of the more erythrocyte/megakaryocyte TFs Scl/Tal1, Gfi1b, Gata1, and Gata2.

Unsupervised clustering revealed a distinct group of cells (cluster IIe) sorted using HSC gating strategies yet clustering with progenitor cells. These cells express high levels of vWF, as well as several myeloid lineage-associated genes (Gfi1b, Itga2b, Pbx1, and Mpl), potentially suggesting a bias toward the megakaryocytic lineage, as recently described (Sanjuan-Pla et al., 2013; Yamamoto et al., 2013). Of note, these cells did not cluster with any specific progenitor or HSC cluster and are only present in sorting strategies HSC1 and HSC3, which suggests that they could represent a separate entity. The HSC cluster (I) contained the vast majority of phenotypically defined HSCs (86%) and only 4% of various progenitor cells. Generally, the HSC populations overlap with each other, but individual patterns can be observed. For example, cluster Ib is primarily made up of HSC5, the HSCs with finite self-renewal, and does not express vWF as previously shown (Kent et al., 2009).

### Multidimensional Analysis Can Further Resolve Cell Populations

To further analyze the multidimensional gene expression data from the 43 genes (excluding housekeepers, Cdkn2a and Egfl7, see Experimental Procedures) we performed t-distributed stochastic neighbor embedding analysis (t-SNE) (van der Maaten and Hinton, 2008), which has previously been reported as a superior method for the definition of subpopulations by cytometry time of flight (CyTOF) mass spectrometry (Amir et al., 2013). In contrast to standard linear methods such as principal component analysis (PCA), t-SNE can capture nonlinear relationships in the data. Each point on the t-SNE map represents an individual cell, and each cell is colored according to the sorting strategy described in Figure 1. The t-SNE analysis reiterates separation of the cell populations seen in the hierarchical clustering, but the scatterplot presents a clearer distribution of the populations in relation to one another (Figures 2A and S2A). The t-SNE analysis largely recapitulates the population dendrogram from Figure 1C, except that the CMPs are divided into three clusters; the majority of CMPs is distributed between the two progenitor subgroups, whereas a minority falls into a third fraction that groups preferentially with a small subset of the HSC1 population. The HSC populations are divided into five subsets of cells. The majority of three of the HSC populations are separately partitioned within the t-SNE map (HSC4 [SP^KSL^ CD150^+^], HSC2 [E-SLAM], and HSC5 CD45^+^EPCR^+^CD48^−^CD150^−^). Interestingly, a cluster of cells falling in between progenitors and HSCs is comprised of HSC1 (Lin^−^c-Kit^+^Sca-1^+^(KSL)CD34^−^Flt3^−^CD48^−^CD150^+^), HSC3 (KSLCD34^−^Flt3^−^), GMPs, and CMPs. There is 89% overlap with this group of cells and the cells from cluster IIe of the hierarchical clustering; 48% were sorted as progenitors, and 41% were sorted using HSC sorting parameters (Figure 1C). The remaining HSCs cluster together in the t-SNE map. These “overlapping” HSCs therefore share a common gene expression profile for the 43 genes and may represent, at least partially, the subset of true HSCs present in each sorted population.

To identify common functional HSCs from the heterogeneous mix of the five populations, we developed a bioinformatic approach, based on the reasoning that a functionally homogeneous HSC subpopulation should consist of a mixture of cells from all sorting strategies, with mixture weights corresponding to the respective published probability of durable self-renewal (Figure 2B). Using these probabilities together with the 2D t-SNE representation of the cells, we identified a subpopulation of HSCs that first consists of cells that are similar in terms of their gene expression and second consists of a mixture of all HSC populations weighted by their repopulation probability (Figure 2C). By iteratively assessing the local neighborhoods of all points (see Experimental Procedures), our approach located a region within the t-SNE map that contains a defined subpopulation of HSCs (cells highlighted in red, Figure 2D). We refer to this HSC subpopulation with homogenous gene expression as the molecular overlapping population (MolO) and the HSCs outside of the identified neighborhood as cells with no molecular overlap (NoMO).

Comparing MolO and NoMO populations, we identified 28 of 43 genes, which were differentially expressed (Figure 2D). We also investigated which cell surface markers could distinguish the MolO from the NoMO population by taking advantage of index sorting (Osborne, 2011), which allows for the exact flow cytometric phenotype and location of each single cell sorted to be reviewed post-sort. The index sort data revealed that the MolO cells were enriched for higher than average CD150 and Sca-1 surface marker expression and lower than average CD48 expression (Figures 2D, S2D, and S2E). Together these data show that subsets from different phenotypically defined HSC populations share common molecular features and can be retrospectively assigned to a common cell surface phenotype.

### Genome-wide Expression Data of 92 Single HSCs Reveal a MolO HSC Gene Signature

Single-cell gene expression analysis provided a precise snapshot of the dynamic gene expression levels within a heterogeneous population, but it only permits a select number of genes to be analyzed. To provide an unbiased genome-wide approach and increase the probability of gene discovery, we performed scRNA-seq (Picelli et al., 2014) for 96 single cells of the HSC1 population. 

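The files hold 96 single cells of the HSC1 gate, Lin- c-Kit+ Sca-1+ CD34- Flt3- CD48- CD150+ bone marrow cells of C57BL/6 mice, with 1 library per cell. The mice were 8 to 12 weeks old in the paper and 9 to 12 weeks old in the sample labels. No source used here names the animal behind a cell, so the cells are treated as 1 sample of a population, and no p-value is given for a relation across cells. The authors sequenced the libraries in paired ends, aligned the reads with STAR and counted them per Ensembl gene with HTSeq, and their deposited values are raw counts, which carry no molecular identifiers. The submitters' processing notes name STAR 2.3.0, SAMtools 0.1.18, HTSeq 0.6.1 and the mm10 build. The table lists 38406 genes and 92 ERCC spike-ins, RNAs added in known amounts to each well. From these counts, size factors were computed as the median of ratios, separately over the 602 genes and over the 8 spike-ins counted in every cell that was kept. Expression is given as the normalized count, its mean ± SD taken over cells, and relations were computed on log10(normalized count + 1). Coordinates are those of GENCODE M21 on GRCm38.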

Following reverse transcription, library preparation, and next generation sequencing, 92 cells passed stringent quality control measures (see Experimental Procedures) and yielded an average of 2 million uniquely mappable paired-end reads per single cell. 

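Cells were kept on technical measures alone: 92 of the 96 passed and cells 1, 2, 6 and 36 were left out. A cell was left out when its gene counts or detected genes lay over 3 scaled median absolute deviations below the median, or its share of ERCC counts as far above it. Cell 2 had 1035 gene counts and 705 detected genes, cell 1 had 633845 gene counts, cell 6 had 3989 detected genes and an ERCC share of 3.78%, and cell 36 an ERCC share of 2.88%. The 92 cells held 739093 to 3473151 gene counts, with a median of 1599930. With the spike-ins included the mean was 1723321 counts per cell, beside the paper's average of 2000000 reads, and the values here use the counts. A median of 6605.5 genes was detected per cell (range 4945 to 8727). Among the transcripts counted in all 92 cells were those of Lmo2, a transcription factor of hematopoietic stem cells, at a mean normalized count of 2447. Kit, on which the cells were sorted, was counted in 91 cells. Of the genes of the markers that the gate excludes, Cd48 had 0 counts in all cells, Cd34 was counted in 53 cells at a mean normalized count of 120 ± 162 (SD over cells) and Flt3 in 17 cells at 19.2 ± 61.8.

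**Figure D1:**
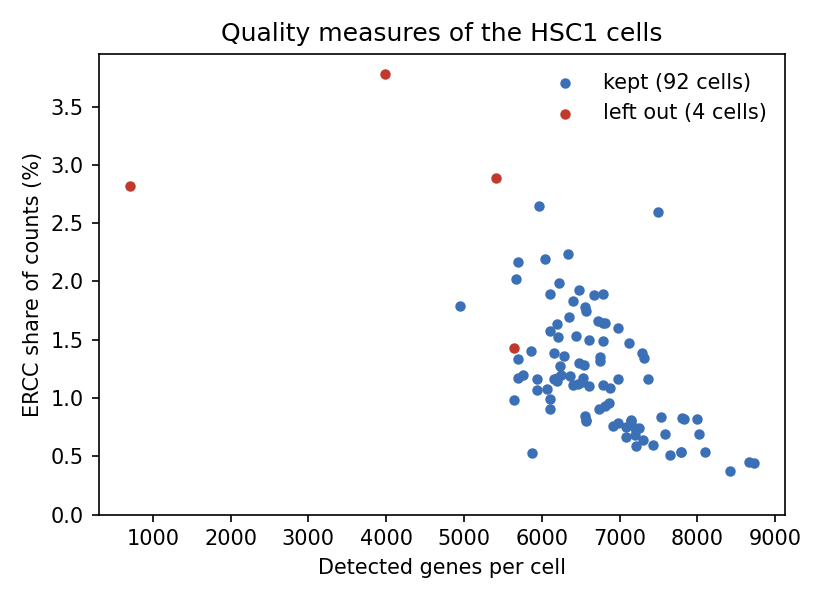
Each point is 1 cell, with its number of detected genes on the x axis and the ERCC share of its counts in percent on the y axis. The 4 cells left out are in red, and cell 2 lies far to the left with 705 detected genes.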

To identify genes which were differentially regulated between individual cells, we took advantage of a recent quantitative statistical method (Brennecke et al., 2013) and determined genes for which the biological variability exceeded technical variability (Figures 3A and 3Ai). This resulted in a set of 4533 genes (Table S2). 

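Among the genes that varied most over technical noise were Pf4, a chemokine of megakaryocytes and platelets, Fos, an immediate early transcription factor, and Rgs1, a regulator of G protein signaling. Pf4 was counted in 34 of 92 cells, at a mean normalized count of 182 ± 893 (SD over cells), and its squared coefficient of variation was 19.8 times the fitted technical value. For Fos the ratio was 13.2 and for Rgs1 it was 8.33. Hist1h2bc, a replication-linked histone, reached 11.5, and Dusp2, a phosphatase of MAP kinases, 7.06. Of the 17 immediate early genes listed before the data were examined, 8 were called variable. So were 24 of 54 genes of the G2/M phases, 10 of 30 interferon-response genes and 4 of 7 genes of MHC class II. The median means of these lists were 79.4, 25.9, 165 and 142, in the range where calls are less certain, as described below. In all, 560 of 21211 genes with counts passed the chi-square test against ERCC noise at a Benjamini-Hochberg adjusted p under 0.1, with a minimum biological coefficient of variation of 0.5, and 2627 lay above the fitted curve. In 20 simulated data sets with no variable gene the same test called 47 to 960 genes (median 179). The 560 calls here lie within that range. Of the simulated calls 0 to 9 had a mean of at least 200. The number of calls below that mean, 499, is therefore within what noise alone gave, while the 61 above it exceed the simulated calls.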

Many of the genes analyzed by the multiplexed qPCR were identified as being heterogeneously expressed in the scRNA-seq dataset (Bptf, Dnmt3a, Ets2, Fli1, Gata1, Gata3, Gfi1, Gfi1b, Hhex, Itga2b, Lyl1, Myb, Notch1, Pbx1, Procr, Spi1, and vWF) (Table S2). 

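Gfi1, Gfi1b, Itga2b and Vwf were the 4 of these 17 genes that passed the test. The paper's stated rule is a squared coefficient of variation above technical noise, with no significance level. The test here also asks for a minimum biological coefficient of variation and an adjusted p, so the 4 are counted at a stricter threshold. Gfi1, a transcriptional repressor needed by stem cells, was counted in 17 cells at a mean normalized count of 30.7 ± 158 (SD over 92 cells, adjusted p = 2.07e-29 from the chi-square test). Gfi1b, its relative in the erythroid and megakaryocytic lineages, was counted in 61 cells at 250 ± 380 (adjusted p = 1.9e-05 from the same test). Itga2b, the integrin CD41, was counted in 34 cells at 60.6 ± 164 (adjusted p = 7.47e-06). Vwf, a clotting factor made by megakaryocytes and endothelium, was counted in 63 cells at 248 ± 333 (adjusted p = 0.0606). Procr, which encodes EPCR, was counted in 85 cells at 432 ± 377, and Gata1, the erythroid and megakaryocytic transcription factor, in 9 cells at 11.2 ± 47.2. These last genes had an adjusted p of 1, which does not show that they are constant. In simulated data the test called 39 of 100 genes changed 16-fold and 0 of 100 changed 4-fold, all with a mean of at least 200. Gfi1 and Itga2b have means below 200, where calls are less certain. For 9 of the 17 the squared coefficient of variation lay above the fitted technical curve, Procr among them, and for 8 it did not. With fits chosen after the values were seen, 17 lay above the curve with spike-ins above the 50th percentile and 16 with ERCC size factors for genes too. Spi1, which the table lists as Sfpi1, is among the 9.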

Next, PCA was performed based on the variable genes to visualize the distribution of the individual HSC1 cells based solely on their global gene expression profiles (Figure 3Aii). Substantial heterogeneity can be seen within the population, with principal component 1 separating the HSCs, visualized by a large number of cells shifted to the left of the PCA plot. 

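Genes of dividing cells and, largely through 4 cells, of megakaryocytes rose with PC1. Interferon-response genes and part of the stem cell genes fell with it. Toward high PC1, Mki67, a marker of cycling cells, had a Pearson's r of 0.794 (rho 0.464) with the component across the 92 cells, and Gata1 had 0.685 (rho 0.316). All 43 listed genes of the G1/S transition and 53 of 54 of G2/M had a positive r, and 16 of 18 genes of megakaryocytes and platelets did. The mean z score of the G2/M list had an r of 0.813 with PC1 (rho 0.608), that of the megakaryocyte list 0.647 (rho 0.304) and that of the erythroid list 0.468. Of the 10 erythroid genes with counts 8 were positive, but only 4 were over 0.2 and their median r was 0.0262. Cells 66, 49, 78 and 53 stood apart at the high end of PC1, with scores of 16.6 to 13.9 where the next cell had 9.52, and Mki67 was counted in each of them. Without these 4 cells, a choice made after they were seen, the r was 0.355 for Mki67, 0.0930 for Gata1, 0.519 for the G2/M list and 0.195 for the megakaryocyte list, so the megakaryocyte end rests largely on them. With the 61 variable genes of a mean of at least 200 the r of Gata1 was 0.121. Toward low PC1, the list of stem cell markers had an r of -0.533, with 14 of 22 genes negative and a median r of -0.142, and the 8 Gimap genes, small GTPases of lymphocytes and stem cells, -0.591, with all 8 negative, each beyond every 1 of 10000 random lists matched on expression. Without the 4 cells these were -0.404 and -0.366. The interferon-response list had -0.410, with 26 of 30 genes negative. PC1 held 4.20% of the variance of the 560 genes and also followed the number of detected genes (r = 0.580, rho 0.626). From the spread along this component, the paper states that the HSC1 population is heterogeneous.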

The HSCs, which are located toward the left-hand side of the plot, are then further separated by principal component 2. 

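PC2 held 3.15% of the variance. Phactr1, a regulator of actin, had an r of -0.415 with it (rho -0.319) and Zfp946, a zinc finger gene, -0.468 (rho -0.236). Hsp90aa1, a chaperone, had an r of 0.639 and Pa2g4, a regulator of growth, 0.456, but without the 2 cells farthest out on PC2 these fell to 0.0363 and 0.122. Cell 18, which has the most gene counts of the cells kept and the fewest detected genes, 4945, scored -27.6 on PC2. The next largest score in either direction was 6.17, so PC2 rests largely on this cell.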

The genes that influence the principal components can be seen in the loading plot (Figures 3Aiii and S3A). 

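Ly6a, which encodes Sca-1, and Procr, which encodes EPCR, both ran against PC1, with an r of -0.659 (rho -0.579) and -0.561 (rho -0.431) across the 92 cells. PC1 was turned so that Procr runs against it, so the sign for Procr was set in advance, while the shared sign of Ly6a was not. The values here are correlations and not loadings. Of the 3 genes that the paper names for component 1, 1 was among the 560 variable genes, and of the 11 for component 2, 5 were. Procr was not, so it has no loading here. Pqlc3, a membrane protein with PQ loops, had -0.453 (rho -0.434). Each lay below all 100 genes of similar mean expression, and without the 2 cells farthest out on PC1 the values were -0.598, -0.520 and -0.435. Ly6a, on chromosome 15 from 74994877 to 74998031, had a mean normalized count of 823 ± 895 (SD over cells), and Procr lies on chromosome 2 from 155751117 to 155755471. On PC2, Glipr1 had an r of 0.355, Sult1a1, a sulfotransferase, -0.289 and Cdkn1c, an inhibitor of cyclin-dependent kinases, -0.204. Vwf, on chromosome 6, had 0.00764, and its rho was -0.163. Clu, which encodes clusterin, had -0.0625 and a rho of -0.248, and Rgs1 had 0.089 and a rho of 0.0483. With the 61 variable genes of a mean of at least 200 alone, a choice made after the values were seen, the r of Procr was nearer to 0 at -0.142 and that of Ly6a was -0.474.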

Genes important for component 1 include Ly6a (Sca-1), Procr (EPCR), and Pqlc3, whereas component 2 is influenced by Acap1, Cdkn1c, Clu, Ctla2a, Ctla2b, Ctnna1, Glipr 1, Muc13, Rgs1, Sultlal, and vWF.

We next used a random forest classifier (Breiman, 2001) to predict which of the 92 HSC1 single-cell RNA-seq profiles have a molecular signature similar to the intersecting MolO subpopulation identified in Figure 2C (Figure 3B). 

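Ets2, a transcription factor of the Ets family, was counted in 39 of the 92 sequenced cells at a mean normalized count of 67.8 ± 116 (SD over cells). The highest normalized count of Itga2b in a cell was 1141, that of Ets2 566 and that of Gata1 274.5, and each had a lowest value of 0. Itga2b lies on chromosome 11 from 102453297 to 102470122, Gata1 on chromosome X from 7959260 to 7978071 and Ets2 on chromosome 16 from 95702075 to 95721051. The classifier itself was trained on PCR values that are not analysed here.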

The genes with the greatest influence upon the classifier were Itga2b, vWF, Procr, Ets2, and Gata1 (Figure S3B). All HSC1 scRNA-seq cells were given a MolO score, which denotes at which confidence level the classifier can accurately determine that the individual cell is in fact a MolO cell (Figure 3C). 

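A score per cell was recovered for the 92 cells from the coefficients that the paper prints for each gene. The part of Table S3 used here is the first 1997 of its 4533 rows. Least squares over 1893 of these genes, leaving out the 29 MolO and 75 NoMO genes, gave the value per cell whose correlations match the printed ones. For the genes left out, the recovered correlations had an r of 0.999 with the paper's printed coefficients, and the same sign in each gene. The absolute difference had a median of 0.00367 and reached 0.102. These genes were chosen by the paper as strongly positive or negative, which favors a high r. The recovered score is standardized and gives no confidence level. The genes closest to it were Procr, with an r of 0.603 (rho 0.643), and Pdzk1ip1, a small membrane protein, with 0.535 (rho 0.485), and on the other side Itga2b, with -0.556 (rho -0.498). Procr and Itga2b are among the genes that the paper names as most influential in the classifier, so their relation to the score is built in.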

The cells with the highest MolO score are located in the top left-hand side of the PCA plot with strong correlation between PC1 and MolO scores (p = 4.5e-7) and, separation of cells on the PCA plot is driven by genes such as Ly6a, Procr, Slamf1, and vWF (Figure 3Aiii). 

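PC1 and the recovered MolO score had an r of -0.452 (rho -0.333), so that cells with low PC1 had high scores. Of the genes named here, Vwf (r = 0.353) and Ly6a (0.307) rose with the recovered score, but the paper chose both as MolO genes on these cells and Vwf is among the most influential genes of the classifier. Slamf1, which encodes CD150, had an r of 0.109 with the score and 0.0265 with PC1. The 16 stem cell markers outside the paper's signature lists, a set taken after the values were seen, had an r of 0.236 with the score, with 13 positive. Without the 2 cells farthest out on PC1 the r of PC1 and the score was -0.367, without the 4 cells that stand apart on PC1 it was -0.243, and with the number of detected genes held constant it was -0.301. With PC1 of the thinned genes it was -0.189, and with that of the variable genes of a mean of at least 200 it was -0.139. This last choice and that of the 4 cells were made after the values were seen. Those 2 components had an r of only 0.275 and 0.302 with PC1 here, so they are other axes. Other settings gave slightly stronger values, -0.468 with all 96 cells and -0.4765 with scaled genes. Genes above the curve with spike-ins above the 50th percentile gave -0.498, and the given genes of Table S2 gave -0.484. These 2 gene sets were also chosen after the values were seen. Over all 14 alternative settings the r ran from -0.498 to -0.139. The paper's p for PC1 and MolO scores stands for an absolute r of 0.498, if it came from a t test of Pearson's r. The paper does not name the test. The paper reads this relation as a strong correlation between PC1 and MolO scores.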

We next ranked on a transcriptome-wide level all 4,533 differentially expressed genes based on their MolO score (Table S3). Following correction for multiple testing using the Benjamini-Hochberg method, a total of 75 genes were found to be significantly negatively correlated to the MolO score and consequently more highly expressed in the NoMO population (Figure 3D). 

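Itga2b led the genes that fell with the recovered score, with Mki67 (r = -0.434), Pf4 (-0.413), Gata1 (-0.403) and Cdk6, a kinase of the G1 phase (-0.380). Gp1bb, part of the platelet receptor for von Willebrand factor, had -0.401. The 75 NoMO genes had an r between -0.556 and -0.209, with a median of -0.350. Recovered values differed from the printed ones by up to 0.102 among the signature genes, so the ends of this range are uncertain. The mean z score of the 75 genes had an r of -0.758 with that of the 29 MolO genes (rho -0.704), against a median of 0.232 for 10000 pairs of random lists matched on expression, of which none lay lower. The paper chose both lists on these cells, so this direction is not independent evidence. Several of these genes were counted in few cells, Mki67 in 8 and Gp1bb in 9.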

Gene ontology (GO) analysis identified the cell cycle to be an overrepresented functional category (colored in red). 

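Cell cycle genes that the paper did not place in the NoMO list also ran against the score. Of 79 genes of the G1/S and G2/M lists outside the NoMO list, 76 had a negative r with the recovered MolO score. Their mean z score had an r of -0.402 with it (rho -0.347). Among the named members, E2f8, a transcription factor of the S phase, had -0.394, Nasp, a histone chaperone, -0.405 and Birc5, a protein of the chromosomal passenger complex, -0.311, the last 2 being NoMO genes. Pcna, the sliding clamp of replication, had -0.0593 and Mcm6, a subunit of the replicative helicase, -0.0149. The 79 genes lay at percentile 2.12 of 10000 random lists matched on expression. With the number of detected genes held constant the r was -0.179, over 1.5 times nearer to 0.

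**Figure D2:**
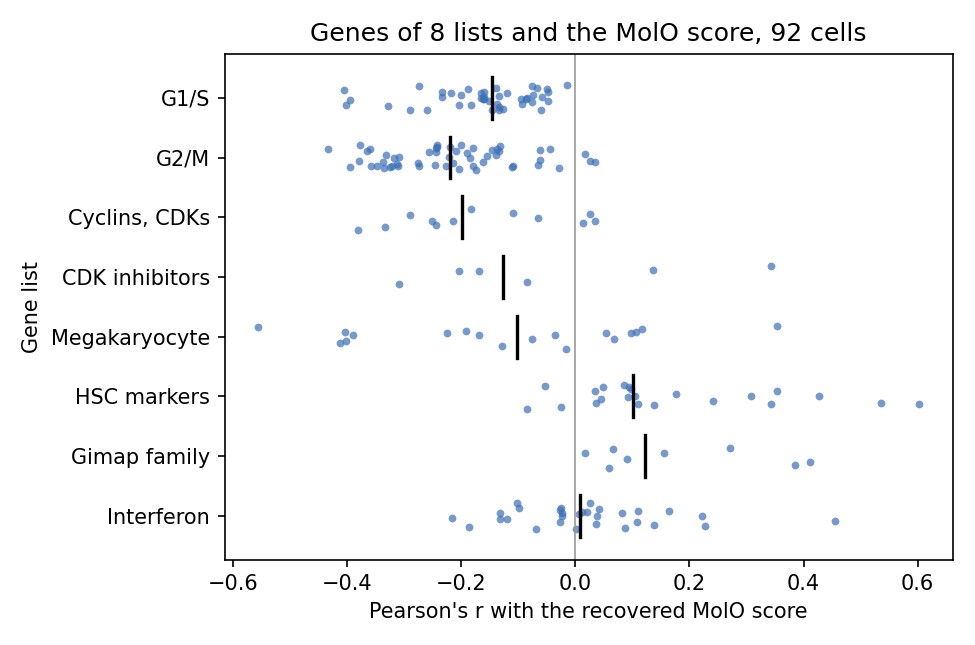
Each point is 1 gene, with its Pearson's r with the recovered MolO score across 92 cells on the x axis and its gene list on the y axis. Black bars are the medians of the lists, and G1/S and G2/M genes lie mostly below 0, with 51 of 54 G2/M genes negative. The lists include NoMO and MolO genes, which the paper chose on these cells, so the direction of those points is not independent evidence.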

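Procr, Pdzk1ip1, Ifitm1, an interferon-induced membrane protein (r = 0.455), and Mllt3, a regulator of transcription elongation (0.428), rose with the recovered MolO score across the 92 cells. Gimap1 had an r of 0.411 and Gimap6 one of 0.385, and the 6 listed Gimap genes outside the MolO list, a set taken after the values were seen, were positive too. The genes that the paper lists as MolO genes, which it chose on these cells, had a median r of 0.336 and a lowest of 0.304. Pdzk1ip1 lies on chromosome 4 from 115088708 to 115093899 and was counted in all 92 cells at a mean normalized count of 898 ± 571 (SD over cells).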

Twenty-nine genes showed significant positive correlation to the MolO score and were therefore overexpressed in the MolO population. Three of these genes (Cdkn1c, Ptpn14, and Ifitm1) are associated with negative regulation of cell proliferation (colored yellow). Together these data show that at least two distinct molecular clusters are present in the HSC1 population, one primed for proliferation and the other enriched for genes that would negatively regulate proliferation.

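Cdkn1c and Ptpn14 had an r of 0.343 and 0.333 with the recovered score, and Ifitm1 rose with it too. Cdkn1c, which encodes the inhibitor p57, was counted in 64 of 92 cells at a mean normalized count of 177 ± 227 (SD over cells). Ptpn14, a tyrosine phosphatase, was counted in 35 cells at 42.8 ± 86.6, and Ifitm1 in all 92 at 3417 ± 1906. The paper chose these 3 genes on the MolO score of these cells, so their direction is not independent evidence. Cdkn1c lies on chromosome 7 from 143458339 to 143461050 and Ptpn14 on chromosome 1 from 189728268 to 189876695.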

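Of the 6 inhibitors of cyclin-dependent kinases that had counts, 2 had a positive r with the recovered MolO score, Cdkn1c and Cdkn1a (0.136). Cdkn1a fell to 0.0757 without the 2 cells farthest out on the score. Cdkn2c had -0.309, Cdkn1b -0.168 and Cdkn2d -0.0842, and Cdkn2a was counted in 1 cell, so its r of -0.203 is set by that cell. The mean z score of the 6 had an r of -0.122, at percentile 33.6 of random lists matched on expression. That of the 5 without Cdkn1c, which the paper chose as a MolO gene on these cells, had -0.276, at percentile 1.43. With the number of detected genes held constant the latter was -0.182. Both scores weigh Cdkn2a the same as each other member, so the 1 cell in which it was counted can sway them. Of 9 cyclins and cyclin-dependent kinases outside the signature lists 6 were negative, and their score had an r of -0.264, at percentile 5.84, which was -0.0606 with the number of detected genes held constant. The sets of 5 and 9 genes were taken after the values were seen. Ccna2, a cyclin of the S and G2 phases and a NoMO gene, had -0.332 and was counted in 9 cells. From the NoMO and MolO gene lists, the paper concludes that a cluster primed for proliferation and a cluster enriched for negative regulators of proliferation are present.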

### Single-Cell Assays Affirm High Proliferation and Differentiation of NoMO HSCs

We had previously seen that the MolO cells had higher than average CD150 and Sca-1 expression and lower than average CD48 expression. Based on this finding, we designed a sorting strategy to distinguish between MolO and NoMO cells. We first gated on CD48^−^CD150^+^ cells and then separated this population based on high or low Sca-1 expression (Figure 4A). Importantly, all cells, including the “SLAM Sca^lo^” cells, were clearly Sca-1 positive, and SLAM Sca^lo^ cells still expressed the other markers typical of HSCs (Figure S4). This analysis provided a sorting strategy specifically designed to enrich for MolO cells in the most simple and discriminatory way possible. In order to validate both the molecular classification and the surface marker phenotype, we performed single-cell assays on the newly defined MolO cell-sorting strategy. We first cultured individual SLAM Sca^lo^ and SLAM Sca^hi^ cells in culture conditions previously used to determine the proliferation and differentiation characteristics of single HSCs (Dykstra et al., 2007; Kent et al., 2008, 2013) (Figure 4B). SLAM Sca^lo^ cells entered the cell cycle more rapidly than SLAM Sca^hi^ cells (Figure 4C), and when 10-day clones were scored for size, the only small (<500 cells) and medium (500–5,000 cells) clones observed were from the SLAM Sca^hi^ fraction (Figure 4D). All medium, large (5,000–20,000 cells), and very large clones (>20,000 cells) were next assessed individually by flow cytometry. Those originating from a SLAM Sca^lo^ cell expressed more mature lineage markers and contained fewer KSL cells compared with SLAM Sca^hi^ cells (Figure 4E). Together these data show that SLAM Sca^hi^ cells have low proliferation and low differentiation characteristics compared with SLAM Sca^lo^ cells, consistent with the cellular behavior predicted by the MolO gene expression profile.

To confirm that in vitro culture of sorted MolO HSCs correlated with in vivo HSC properties, we undertook transplantation experiments of SLAM Sca^lo^ and SLAM Sca^hi^ cells. Whereas all mice receiving 10 SLAM Sca^hi^ cells had robust multilineage donor repopulation at 16 weeks, those receiving 10 SLAM Sca^lo^ cells had lower chimerism (p < 0.05, t test; Figure 5A) with four of five having fewer than 1% myeloid cells, strongly predictive of a low success in secondary transplantation experiments (Figure 5B). We investigated whether this was due to differences in cell-cycle status or homing, but no differences were observed (data not shown). We next transplanted 29 mice with single SLAM Sca^hi^ cells to quantify HSC frequency. Fifteen of 29 mice receiving a single SLAM Sca^hi^ cell gave rise to long-term multilineage reconstitution (Figure 5C). Two of these HSCs would be classified as a gamma subtype HSC, meaning that they are lymphoid biased and unlikely to possess durable self-renewal activity (i.e., not able to reconstitute in a secondary transplantation). Interestingly, Grinenko et al. (2014) recently described c-Kit levels as a robust marker of HSCs, with intermediate levels of c-Kit associating with durable self-renewal potential. In agreement with this study, the SLAM Sca^hi^ cells show a modest but consistent reduction in c-Kit mean fluorescence intensity (MFI) values compared with SLAM Sca^lo^ cells (data not shown).

### A Refined HSC Molecular Profile Based on Single-Cell Function

Since all of the SLAM Sca^hi^ cells used in the single-cell transplantation experiments were also index sorted with readings for 11 flow cytometry parameters recorded for every single cell, we used the index data to link HSC functional capacity (i.e., positive transplantation readout) with the RNA-seq data in Figure 3. Importantly, relative intensities for the same 11 flow cytometry parameters (FSC, SSC, 7AAD, Sca-1, Lin, CD34, EPCR, FLT3, CD48, CD150, and c-Kit) were obtained for both the single cells used in the RNA-seq and transplantation experiments. This allowed the definition of a population of cells with surface marker overlap (SuMO cells), containing both cells for which functional information is available as well as cells for which transcriptional information is available. We performed t-SNE analysis on the 92 single cells analyzed by scRNA-seq together with the 29 cells assayed by single-cell transplantation experiments (Figure 5D). The resulting 2D representation of the cells based on their surface marker expression only resulted in two major clusters of cells (top right-hand and lower left-hand portions of the plot). Single cells from the RNA-seq dataset with high MolO scores were significantly enriched (p = 0.0003, Wilcoxon rank sum test) in the lower left-hand portion of the plot. Moreover, the majority (12 of 15) of the functional HSCs were also found in this lower left-hand portion of the plot. This region was also enriched for Sca-1^hi^ cells (p < 0.0001, Wilcoxon rank sum test), with Sca-1 being the surface marker best able to discriminate between the two regions (Figure S5A). The SuMO score (capturing the overall phenotype) was significantly correlated (p < 0.0001, Spearman rank correlation) with the MolO score, representing the probability of reading out as functional HSCs based on gene expression results.

One of the three repopulating HSCs not associated with a high MolO score was a gamma-HSC (finite self-renewal), and another was a balanced beta-HSC with just 1% chimerism, both representing the lower end of qualitative HSC activity. Nine of the 14 non-repopulating cells were associated with a low MolO score and located in the upper portion of the t-SNE plot, suggesting that these cells may differ in terms of their cell surface marker expression. Notably, 5 of the 14 cells determined to be non-repopulating HSCs clustered with those cells with high MolO scores, and one of these showed characteristics of an alpha-HSC described by Dykstra et al. (2007) with 0.4% chimerism dominated by elements of the myeloid system (but did not meet the 1% criteria we set for HSC repopulation). The remaining four cells showed no traces of donor cells and possibly reflect the limitations of the single-cell transplantation assay itself where a cell may remain in the syringe or die within the first few hours of transplantation. Together, these data strongly link a specific subset of scRNA-seq libraries with functional transplantation outcomes and reinforce the strength of the MolO scoring metric.

To further resolve the functional HSC population using the single-cell RNA-seq data, we applied single-cell latent variable model (scLVM), a recently proposed framework for the computational dissection of gene expression heterogeneity (Buettner et al., 2015). Briefly, we used known gene sets to estimate latent factors representing hidden sources of variation and then decomposed the observed gene expression variability on a gene-by-gene basis. We separated the variation into technical noise (estimated using External RNA Controls Consortium spike-ins), variations in cell size (from the flow cytometry index data), differentiation related processes, homing, apoptosis, and interaction between differentiation and apoptosis. The largest contributor (111 genes) was the interaction factor between differentiation and apoptosis, supporting the link between differentiation and proliferation identified in the NoMO cell population. We then assessed the correlation between the hidden factors representing apoptosis and differentiation with surface markers and found that apoptosis had a weak but significant correlation with Sca-1 (p = 0.001), while differentiation was significantly (negatively) correlated with EPCR (p < 0.0001; Figure 5E). Based on this analysis, we refined our single-cell sorting gates and undertook an additional 39 single-cell transplantations using EPCR^hi^ in addition to SLAM Sca^hi^; 67% (26 of 39) single-cell transplantations gave rise to long-term multilineage clones at 16–24 weeks, representing a near pure population of HSCs (Figure 5F).

We next derived a SuMO score from the 2D t-SNE representation of the high-dimensional surface marker expression data by fitting a linear model through the cells in 2D (Figure S5B). When compared with the scRNA-seq libraries that associate with a greater number of non-repopulating HSCs, a specific gene signature for the SuMO cells could be identified by performing a correlation analysis and assessing which genes were significantly correlated with the SuMO score. We again ranked all differentially expressed genes based on their SuMO score (Table S4) and list those genes that are significantly associated with the SuMO score (which in turn is associated with repopulating HSCs) in Figure 5G.There is a high degree of overlap between the gene lists for the MolO/NoMO and SuMO/non-SuMO cells. 

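Ly6a, Ifitm1, Ifitm3 and Mllt3 rose with the SuMO score and Muc13, Cmtm7, Ctla2a and Myc fell with it. The score was recovered for the 92 cells from the first 1996 of the 4533 rows of Table S4, over 1946 genes outside the 50 signature genes, and for those 50 the recovered correlations had an r of 1.000 with the printed coefficients. Ly6a had an r of 0.473 (rho 0.496) with it, Ifitm1 0.445 and Ifitm3, its relative, 0.420. Sca-1, the protein of Ly6a, is among the surface markers behind the score, so the relation of Ly6a to it is in part built in. Muc13, a membrane mucin, had -0.455, Cmtm7, a membrane protein, -0.434 and Myc, a transcription factor of growth, -0.404. The MolO and SuMO lists share 6 genes, Ifitm1, Ly6a, Mllt3, Procr, Ramp2 and Sult1a1, and the NoMO and non-SuMO lists share 12, Itga2b, Cdk6 and Muc13 among them. The SuMO and non-SuMO list scores had an r of -0.808 with each other, and the paper chose both lists on these cells.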

Importantly, the MolO score is based solely on the molecular profile, and the SuMO population is generated independently based on the surface marker expression of the single cells. 

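Across the 92 cells the recovered MolO and SuMO scores had an r of 0.452 and a rho of 0.451. Without the 2 cells farthest out on the MolO score the r was 0.445, and with the number of detected genes held constant it was 0.403. Procr rose with both, with an r of 0.351 with the SuMO score, while Vwf, a MolO gene, had 0.102 with the SuMO score. EPCR, the protein of Procr, is among the surface markers behind the SuMO score. Procr is also among the most influential genes of the MolO classifier, so its relation to both scores is in part built in.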

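Interferon-response genes rose with the SuMO score. Of the 24 interferon-response genes outside the paper's signature lists, 18 had a positive r with the recovered SuMO score, and their mean z score had an r of 0.203 with it (rho 0.190), at percentile 99.76 of 10000 random lists matched on expression. With the recovered MolO score the same 24 genes had an r of -0.0693, with 11 positive. With the SuMO score, Gbp6, an interferon-induced GTPase, had 0.398 and Tgtp2, another, 0.357. Cd74, the invariant chain of MHC class II, had 0.364, while of the 6 other listed MHC class II genes 3 were positive. On the non-SuMO side, Trip13, a checkpoint ATPase, had -0.354 and Hmgb2, a chromatin protein of cycling cells, -0.371, and of the 77 cell cycle genes outside the signature lists 9 were positive. The score of these 77 had an r of -0.269 with the SuMO score, at percentile 4.46, which was -0.152 with the number of detected genes held constant, over 1.5 times nearer to 0. Both percentiles outside the signature lists were taken after the values of the full lists were seen. These 5 named genes are among those the paper lists, so their own direction is not independent evidence.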

GO analysis again revealed positive and negative regulators of cell cycle in the non-SuMO and SuMO gene lists, respectively, as well as terms including hematopoietic or lymphoid organ development, immune system development, and hemopoiesis in the non-SuMO list and terms such as response to cytokine stimulus and response to chemical stimulus in the SuMO list (Table S4). Together, these data provide a comprehensive functionally linked gene expression program for single HSCs and provide strong evidence that these genes are central to the HSC self-renewal process. It further provides a paradigm applicable to other stem cell populations for establishing robust cell purification strategies and functional gene expression profiles.

To further confirm the utility of our approach, we next tested index sorting coupled with functional assays in the human mammary system using tissue from patients that had undergone breast reduction surgery. These samples were biologically heterogeneous (outbred population, different aged individuals), heavily premanipulated (overnight enzymatic digestion, frozen, and re-thawed), and fewer cell surface markers are used in the purification of progenitor populations. We purified mammary cell progenitors as described (Shehata et al., 2012) and sorted 192 single-cells per patient into individual wells of 96-well culture plates, which were assessed 10–12 days later for the formation of luminal progenitor colonies. Again, we used index sorting to acquire information on forward/side scatter as well as six additional surface markers when sorting the single cells into culture dishes. To permit comparison across patients, we performed z-score normalization of the index sorting results for all patients individually and performed t-SNE on the normalized data. Similar to the hematopoietic data, distinct clusters were resolved (to establish boundaries we performed hierarchical clustering with ward distance, Figure S5C), which were enriched for colony-forming cells for four of five patients (Figure S5D). The average fold increase in colony forming efficiency was 1.6-fold (Figure S5E). To characterize the cluster enriched for colony-forming cells, we performed a Wilcoxon rank sum test to establish that markers were differentially expressed between the identified cluster and the remaining cells. This revealed a significant difference in the fluorescence of five markers, with the largest difference obtained for side scatter (SSC) and EpCAM (Figure S5F). In summary, we used a similar bioinformatic algorithm as in the mouse HSCs to predict that a low SSC and EpCAM^hi^ cell would give rise to a luminal colony and observed enrichment in luminal colony-forming cells in four of the five patients tested. This illustrates the power of combining index sorting and functional outcome in more variable cell systems and sets the stage for other groups to use the technique in their studies to improve purity and link molecular states with functional outcomes.

## Discussion

Identifying the molecular regulators of stem cell function has been a long-standing challenge in HSC biology and is complicated due to impurities in isolated populations and, more recently, the identification of functional heterogeneity in HSCs themselves. Because the assignment of HSC status relies on retrospective assays measuring their progeny, the transcriptome of the original HSC is no longer accessible. Therefore, if one is to identify the individual molecules and the regulatory networks at play within these cellular systems, alternative approaches are required. Using a combination of single-cell functional assays and single-cell gene expression linked together by flow cytometric index sorting, we provide insights into the gene expression program of transplantable multilineage HSCs compared with fluorescence-activated cell sorting (FACS)-marker-defined HSCs that lack HSC activity.

A number of laboratories have refined strategies to isolate enriched populations of HSCs with functional purities of up to ∼50% (Beerman et al., 2010; Dykstra et al., 2007; Goodell et al., 1996; Morita et al., 2010). While each strategy identifies functional HSCs, they do not share the same cell surface markers in many cases. We took advantage of this diversity, assuming that each strategy contained both HSCs and non-HSCs and that the HSCs would share a common molecular program. Utilizing four distinct isolation strategies, we were able to identify common gene expression patterns within HSC populations (MolO HSCs), which featured numerous genes previously implicated in HSC biology (e.g., Gata2, Gfi1b, and vWF, Figure 1) and also reveal previously unrecognized potential players in HSC biology.

MolO HSCs were further distinguishable by higher than average CD150 and Sca-1 expression as well as lower than average CD48 expression. These cell surface markers had been previously implicated to be of significant importance with CD150^high^ cells enriching for HSCs with greater self-renewal (Beerman et al., 2010; Morita et al., 2010), and while genetic ablation of Sca-1 had no impact on HSC self-renewal (Bradfute et al., 2005), lower SP^KLS^ cells were shown to have a higher Sca-1 expression (Challen et al., 2010). However, no previous studies have used very bright Sca-1 in combination with CD150 to define an HSC population, which our molecular overlapping study predicted to be very effective at isolating near pure HSCs. Using the cell surface expression of MolO HSCs compared with NoMO HSCs, we could take an unbiased approach to identify the simplest and most discriminating combination of markers. The resultant SLAM Sca^hi^ population was indeed greatly enriched for HSCs compared with the SLAM Sca^lo^, despite the SLAM Sca^lo^ cells still expressing Sca-1 as well as the vast majority of other popular HSC markers. We further refined our HSC isolation strategy based on a recently published bioinformatic analysis, scLVM (Buettner et al., 2015), and report a single-cell long term multilineage efficiency of 67% using the EPCR^hi^SLAMSca^hi^ phenotype. It is likely that technical challenges of the single-cell transplantation assay will limit its efficiency, and future studies are needed to evaluate whether efficiencies higher than ∼70% can be obtained. Of note, our dataset may also be used to determine genes unlikely to be expressed in functional HSCs, which may help identifying specific contaminating cells from within each specific FACS-maker-defined HSC population.

Our data report a genome-wide gene expression dataset for single HSCs suitable to separate out the most likely functional HSCs. The most pronounced difference in terms of gene expression is the significant enrichment of genes, which are involved in cell cycle, where the NoMO cells are primed toward proliferation, whereas the MolO cells express high levels of cell-cycle inhibitors. This genetic signature is supported by in vitro data demonstrating that single SLAM Sca^lo^ cells (enriched for NoMO) were significantly more proliferative compared with the SLAM Sca^hi^ cells (enriched for MolO). These data support the idea that SLAM Sca^hi^/MolO cells might constitute the long-term reservoir of dormant HSCs that respond to stress or injury (Ohlstein et al., 2004; Wilson et al., 2008).

The integration of the genome-wide scRNA-seq analysis with the index sorting data also suggests that while functional HSCs are typically dormant, they have the ability to respond to extrinsic signaling for stress and injury (King and Goodell, 2011; Wilson et al., 2008), further supporting their robust activity in long-term transplantation assays. Linking molecular signatures to functional activity is one of the most challenging aspects of stem cell biology. Overlaying our single-cell transplantation data onto the scRNA-seq data allowed us to separate the non-repopulating HSC from the repopulating HSCs, offering insights into the molecular programs that define a repopulating HSC. Of note, our data focus on HSCs that read out in a transplantation assay with direct relevance to the therapeutic potential of HSCs, but investigation of the control mechanisms underlying steady-state hematopoiesis is likely to require different experimental strategies (Busch et al., 2015). Our approach can be extended in future to study the molecular programs of individual lineage-biased HSCs and HSCs with durable compared with finite self-renewal. Linking gene expression changes with functional data through index sorting establishes an experimental paradigm that can be exploited in any cell population with a reasonably high purity and defined single-cell functional assays. This will greatly enhance studies of normal and malignant blood stem cells, as well as those in other cellular systems such as mammary and neural stem cells.

## Experimental Procedures

Detailed experimental protocols are provided in Supplemental Experimental Procedures.

### Purification of Stem and Progenitor Cells

Suspensions of bone marrow (BM) cells from the femurs, tibiae, and iliac crest of 8- to 12-week-old C57BL/6 mice were isolated and depleted of red blood cells by an ammonium chloride lysis step (STEMCELL Technologies). Antibodies for HSC isolation are listed in Supplemental Experimental Procedures. Cells were sorted using a Becton Dickinson Influx sorter equipped with five lasers. For single-cell gene expression assays, cells were sorted into individual wells of 96-well PCR plates. For single-cell transplantation and in vitro assays, cells were sorted into individual wells of a U-bottom 96-well plate. For progenitor colony forming cell assays and ten-cell transplantation assays, cells were sorted into 1.5-ml tubes containing serum-free medium.

### Progenitor Cell Assays

Five hundred CMPs, MEPs, or GMPs were sorted into serum-free medium, divided into a high concentration fraction (∼450 cells) and a low concentration fraction (∼45 cells), placed into semisolid medium containing myeloid growth factors (MC3434; STEMCELL), and counted after 10 and 14 days of culture. Single LMPPs were sorted into wells containing OP9 cells supplemented with 100 ng/ml interleukin-7 (IL-7) and 50 ng/ml FLT-3, harvested at day 28 and analyzed for the presence of B (defined as B220^+^) and myeloid (Ly6g^+^ and/or Mac1^+^) cells.

### Single HSC Cultures

SLAM Sca^hi^ and SLAM Sca^lo^ HSCs were sorted and cultured in STEMSPAN medium containing SCF and IL-11 as described previously (Kent et al., 2008, 2013). After 24 hr, wells were scored for the presence of a single cell and counted each day to track the clonal growth of individual cells. For immunophenotyping, clones were individually stained and assessed for the expression of Sca-1, c-Kit, and a panel of lineage markers along with 7-aminoactinomycin D (7AAD, Invitrogen) to mark dead cells.

### Clone Size Calculations and Antibody Information for In Vitro Cultures

Clones were estimated to be small (50–5,000 cells), medium (5,000–20,000 cells), or large (20,000 or more cells). No clones had fewer than 50 cells. Ten-day clones were stained with biotinylated lineage marker antibodies (Haematopoietic Progenitor Enrichment Cocktail; STEMCELL), c-Kit, and Sca-1. Cells were enumerated using a defined number of fluorescent beads (Trucount Control Beads, Becton Dickinson).

### Single-Cell Gene Expression Analysis

Single-cell gene expression analysis was performed as described previously (Moignard et al., 2013). Single-cell expression data were collected using the Fluidigm Data Collection software. ΔCt values were calculated as previously described (Guo et al., 2010) by cell-wise normalization to the mean expression level of two housekeeping genes (Ubc and Polr2a). All housekeepers, Cdkn2a and Egfl7 were removed from the dataset for downstream analysis. Cdkn2a was not expressed in any of the cell types, and Egfl7 assay experienced technical issues. Hierarchical clustering was performed in R (http://www.r-project.org) using the hclust package and heatmap.2 from the gplots package using Spearman rank correlations and ward linkage. t-SNE was performed in Matlab (Mathworks) using the Matlab implementation (http://homepage.tudelft.nl/19j49/t-SNE.html) with standard settings.

We identified MolO cells based on a weighting matrix defined by repopulation probabilities and the 2D t-SNE representation of the data (Figures S2B and S2C). Random forests were trained on the normalized Ct values of the set of genes, which were assayed by single-cell gene expression and variable above technical noise in scRNA-seq. Training was performed on all cells from sorting strategy HSC1, and generalizability was quantified using 10-fold cross-validation (Figure S3C). Training and testing of the classifier was performed in python 2.7 using the sklearn library.

### scRNA-Seq

scRNA-seq analysis was performed as described previously (Picelli et al., 2014). Single cells were sorted by FACS directly into individual wells of a 96-well plate containing lysis buffer, and libraries were prepared using the Illumina Nextera XT DNA preparation kit. Pooled libraries were run on the Illumina Hi-Seq 2500 and reads aligned using STAR (Dobin et al., 2013). HTSeq (Anders et al., 2014) was run to assign mapped reads to Ensembl genes. Mapped reads were normalized using size factors as described (Brennecke et al., 2013). We estimated technical noise (Brennecke et al., 2013) and fitted the relation between mean read counts and squared coefficient of variation using ERCC spike-ins (Life Technologies) (Figure 3Ai). Genes for which the squared coefficient of variation exceeded technical noise were considered variable.

### Transplantation of HSCs

Ten-cell transplantations were performed in CD45.1 lethally irradiated C57Bl/6 recipients along with 250,000 spleen CD45.1/.2 helper cells. Single-cell transplantations were performed by tail vein injection of sublethally irradiated Ly5-congenic adult W41/W41 mice as previously described (Dykstra et al., 2007). Peripheral blood samples were collected from the tail vein of several mice at 4 weeks and all mice at 8, 16, and 24 weeks after transplantation. Donor and recipient cells were distinguished by their expression of CD45.1 or CD45.2. Animals with at least 1% donor white blood cells (WBCs) at 16 and/or 24 weeks after transplantation were considered to be repopulated with long-term reconstituting cells. HSCs were further discriminated according to previously described high (alpha or beta) or low (gamma or delta) ratios of their proportional contributions to the GM, B cell, and T cell subsets at 16 weeks after transplantation (Dykstra et al., 2007).

### Isolation and Assessment of Mammary Progenitors

All primary human material was derived from five reduction mammoplasties at Addenbrooke’s Hospital under full informed consent and in accordance with the National Research Ethics Service, Cambridgeshire 2 Research Ethics Committee approval (08/H0308/178) as part of the Adult Breast Stem Cell Study. All tissue donors had no previous history of cancer and were premenopausal (ages 20 to 23). Mammary tissue was dissociated to single-cell suspensions as previously described (Eirew et al., 2010). Single-cell suspensions of human mammary cells were treated to detect the enzyme activity of aldehyde dehydrogenase (ALDH) using the Aldefluor Kit (StemCell Technologies) as per the manufacturer’s instructions. Antibodies for mammary progenitor cell isolation are listed in Supplemental Experimental Procedures. Cells were sorted using a Becton Dickinson Influx. Luminal progenitor populations were seeded as single cells into 96-well plates with 1 × 10^4^ irradiated NIH 3T3 feeder cells. Cultures were maintained in Human EpiCult-B (StemCell Technologies) supplemented with 5% fetal bovine serum (FBS) (StemCell Technologies) and 50 μg/ml gentamicin for 10 to 12 days.

### Mice

C57Bl/6J (B6)-Ly5.2 mice and congenic B6-W41/W41-Ly5.1 (W41-5.1) mice were bred and maintained at the University of Cambridge in microisolator cages and provided continuously with sterile food, water, and bedding. All mice were kept in specified pathogen-free conditions, and all procedures were performed according to the United Kingdom Home Office regulations.

## Author Contributions

Experiments were designed by D.G.K., N.K.W., and B.G. HSC and progenitor cell isolation was performed by D.G.K., N.K.W., and R.S., with assistance from F.J.C.-N. Clonal progenitor assays were performed by D.G.K. with assistance from N.K.W. D.G.K. and C.A.O. performed homing and cell-cycle assays. M.S. performed mammary isolation and colony assays. Single-cell Fluidigm gene expression profiling was performed by N.K.W. with assistance from F.J.C.-N. Single-cell and bulk transplantation assays were carried out by D.G.K. Single-cell HSC assays and flow cytometry analysis were performed by D.G.K. with assistance from N.K.W. Clustering and multidimensional analyses of Fluidigm data was done primarily by F.B. with assistance from N.K.W. and M.S.C. scRNA-seq pipeline was developed by I.C.M., T.V., and C.P.P. scRNA-seq libraries were prepared by I.C.M. RNA-seq analysis was performed by F.B., E.D., and N.K.W. Multidimensional analysis of cell surface marker and RNA-seq data was performed by F.B. with input from N.K.W., D.G.K., B.G., and F.J.T. T.V. and C.P.P. contributed to the single-cell RNA-seq pipeline. J.S. and C.C. provided samples and mammary cell experimental assistance, and A.R.G. supported the establishment of transplantation assays. N.K.W., D.G.K., F.B., and B.G. wrote the paper with input from F.J.T., M.S., J.S., and A.R.G. B.G. directed the research.

## Figures and Tables

**Figure 1:**
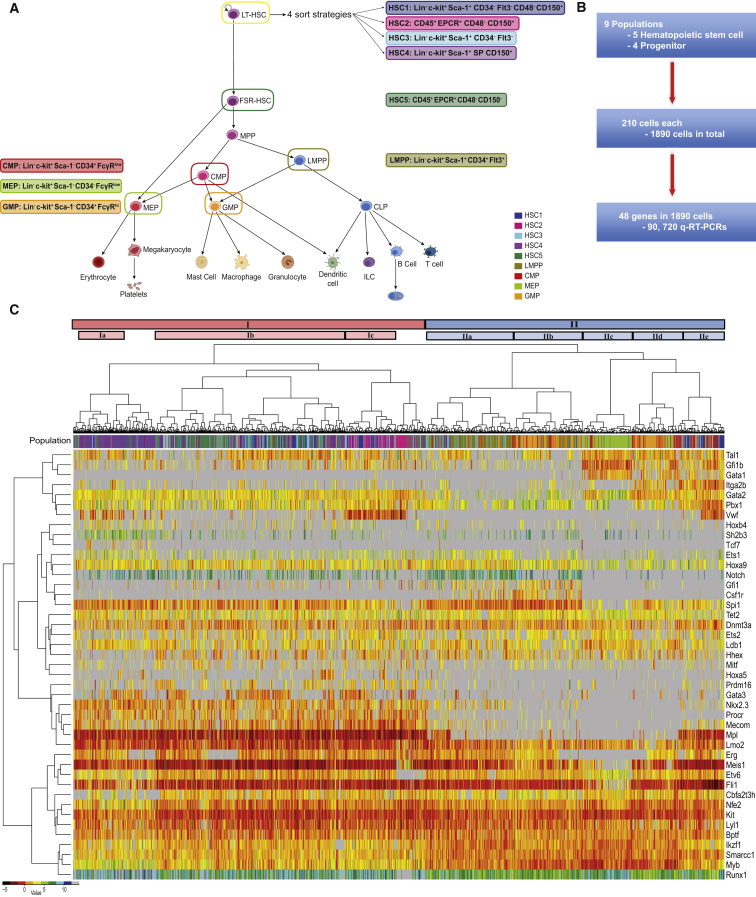
Single-Cell Expression Analysis Reveals an Overlapping Molecular Signature for Four Heterogeneous HSC Populations (A) Schematic of the hematopoietic tree. The cell types highlighted are populations that will be further investigated within this study; the colors and names remain constant throughout the text. The individual sorting strategies are also highlighted next to the appropriate cell population. HSC1 (dark blue, Lin^−^c-kit^+^Sca-1^+^CD34^−^Flt3^−^CD48^−^CD150^+^), HSC2 (pink, Lin^−^CD45^+^EPCR^+^CD48^−^CD150^+^), HSC3 (cyan, Lin^−^c-kit^+^Sca-1^+^CD34^−^Flt3^−^), HSC4 (orchid, Lin^−^c-kit^+^Sca-1^+^SP CD150^+^), HSC5 (seagreen, Lin^−^CD45^+^EPCR^+^CD48^−^CD150^−^), LMPP (yellow, Lin^−^c-kit^+^Sca-1^+^CD34^+^Flt3^+^), CMP (red, Lin^−^c-kit^+^Sca-1^−^CD34^+^FcγR^low^), MEP (yellow-green, Lin^−^c-kit^+^Sca-1^−^CD34^−^FcγR^lo^) and GMP (orange, Lin^−^c-kit^+^Sca-1^−^CD34^+^FcγR^hi^). (B) Flow diagram of single-cell qRT-PCR. (C) Unsupervised hierarchical clustering of gene expression for all investigated cell populations. Colored bar (population) above heat map indicates the cell population (colors are the same as in A). Intensity of heat map is based on the ΔCt, black is highest expressed—dark blue is lowest, and gray is not detected. The distances of the population dendrogram are not proportional to the dissimilarity. See also Figure S1 and Table S1.

**Figure 2:**
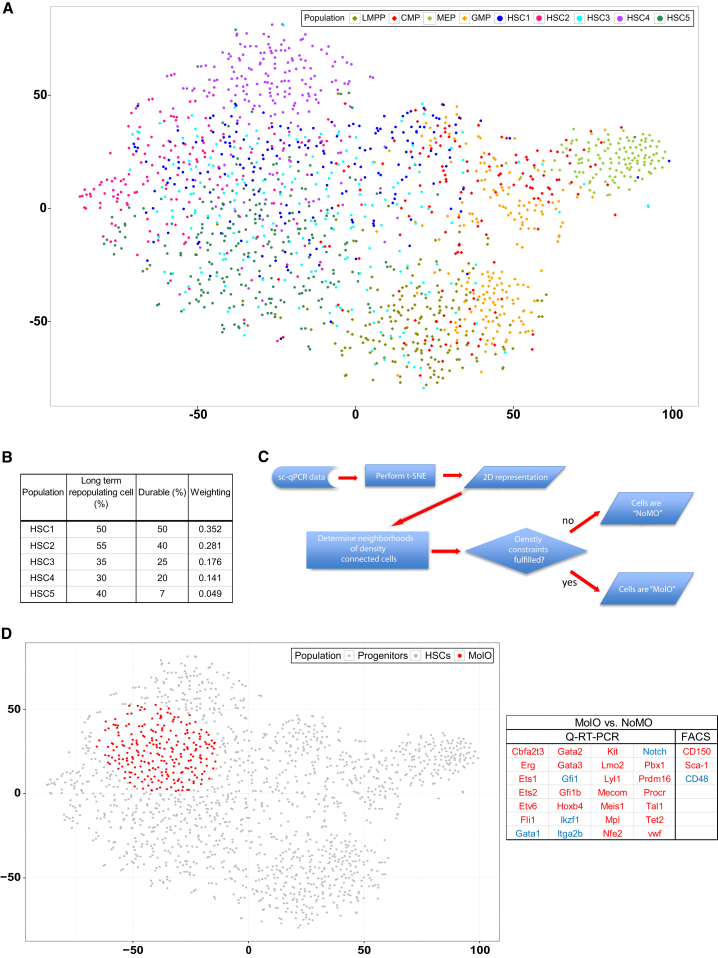
Multidimensional Analysis Can Further Resolve Cell Populations (A) t-SNE plot of all cells calculated from the 43 genes analyzed by Fluidigm. All HSCs are circles and all progenitors are diamonds. Axes are in arbitrary units. (B) Table of the published repopulation data used for the weighting program and schematic of the computational weighting program. (C) Schematic showing the definition of MolO cells. (D) t-SNE plot as in (A) with the MolO HSCs identified by the computational weighting highlighted in red. Axes are in arbitrary units. Table showing differentially regulated genes between MolO and NoMO populations. Red, genes upregulated in MolO population; blue, genes downregulated in MolO population. See also Figure S2.

**Figure 3:**
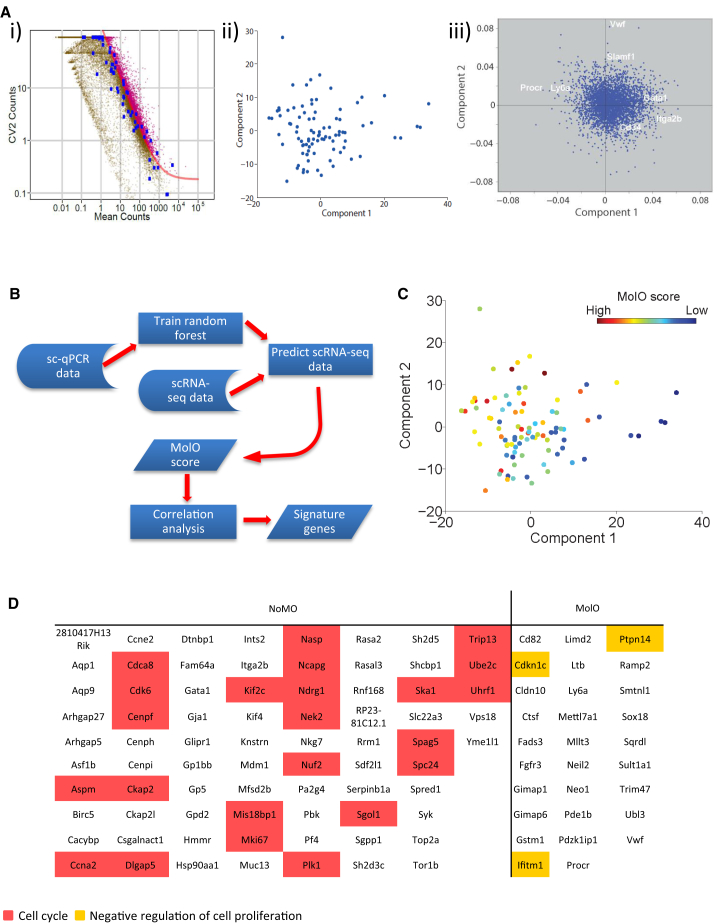
Genome-wide Expression Pattern of 92 Single HSCs Reveals a Gene Signature for the MolO Population (A) RNA-seq analysis. (i) Identification of variable genes across all 92 cells. The genes highlighted in magenta have a coefficient of variation exceeding technical noise. The blue dots represent the distribution of the internal control ERCC spike-ins. (ii) PCA plot for the 92 cells analyzed by RNA-seq, showing the first and second components for all genes which were identified to be variably expressed. (iii) Principal component loading plot of scRNA-seq, indicating which genes also assayed by Fluidigm analysis and/or flow cytometry contribute to the separation of the cells along each component. (B) Schematic showing the principle of the classifier to determine the MolO HSCs from the scRNA-seq dataset. (C) PCA plot showing MolO score. (D) Table of signature genes differentially expressed in either NoMO or MolO cells following correction for multiple testing at a false discovery rate (FDR) of 0.1. Coloring relates to the GO term associated with the gene: red, cell cycle; yellow, negative regulation of cell proliferation. See also Figure S3 and Tables S2 and S3.

**Figure 4:**
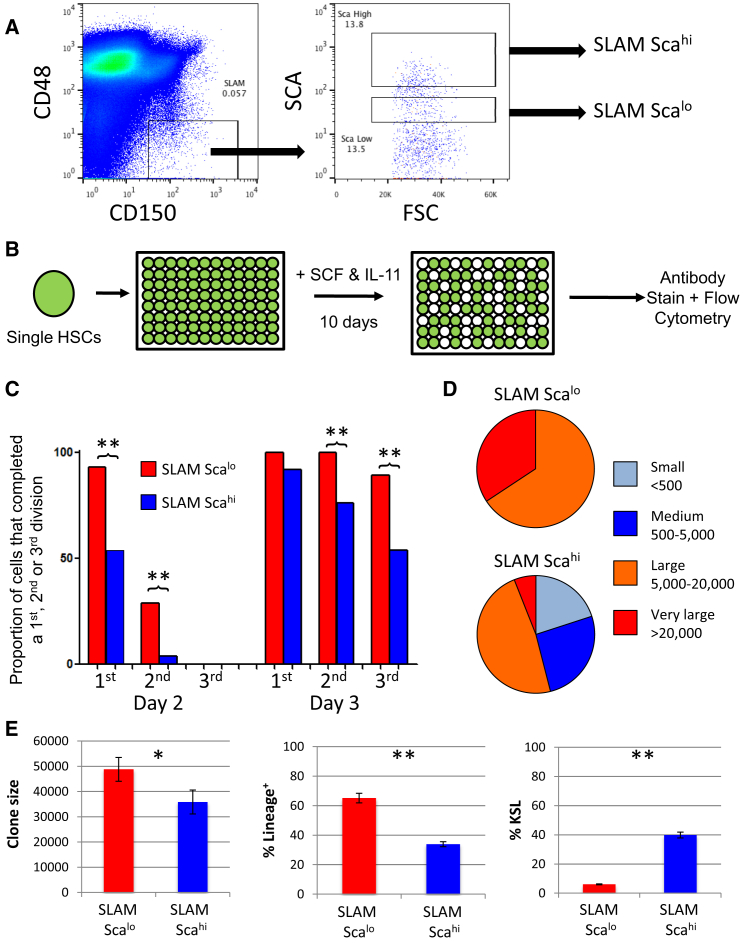
SLAM Sca^lo^ Cells Make Large Differentiated Clones Compared with SLAM Sca^hi^ Cells (A) The most discriminating sequence of surface markers resulted in the sorting strategy shown on the right, which first selects CD48^−^CD150^+^ cells and then partitions the Sca positive cell fraction into high (SLAM Sca^hi^) and low (SLAM Sca^lo^) levels. The negative Sca-1 population was set at less than 10^1^, meaning all cells were Sca1^+^. (B) Schematic for single cell in vitro study where single HSCs were cultured in SCF and IL-11 for 10 days and analyzed by flow cytometry. (C) The bar graph shows the cumulative number of cells that reached the first, second, and third division on each of the first four days of culture. First division was determined by the presence of two cells, second by three or more cells, and third by five or more cells. Notably, the SLAM Sca^hi^ population entered division significantly later and also had fewer second and third division clones on days 2–4. (D) The pie charts depict the ratio of small (<500), medium (500–5,000), large (5,000–20,000), and very large (>20,000) clones formed from single SLAM Sca^lo^ (upper chart) and SLAM Sca^hi^ (lower chart). All clones formed by single SLAM Sca^lo^ cells were large or very large. (E) Clones were assessed by flow cytometry, and accurate clone sizes were determined using a standard number of fluorescent beads in each well and then back calculated to get total clone size. The clone size (left), percentage of lineage marker expression (middle), and percentage of KSL cells (right) are shown. Notably, SLAM Sca^hi^ clones are smaller and less differentiated. Error bars represent data ± SEM. See also Figure S4. ^∗^p < 0.05, ^∗∗^p < 0.01.

**Figure 5:**
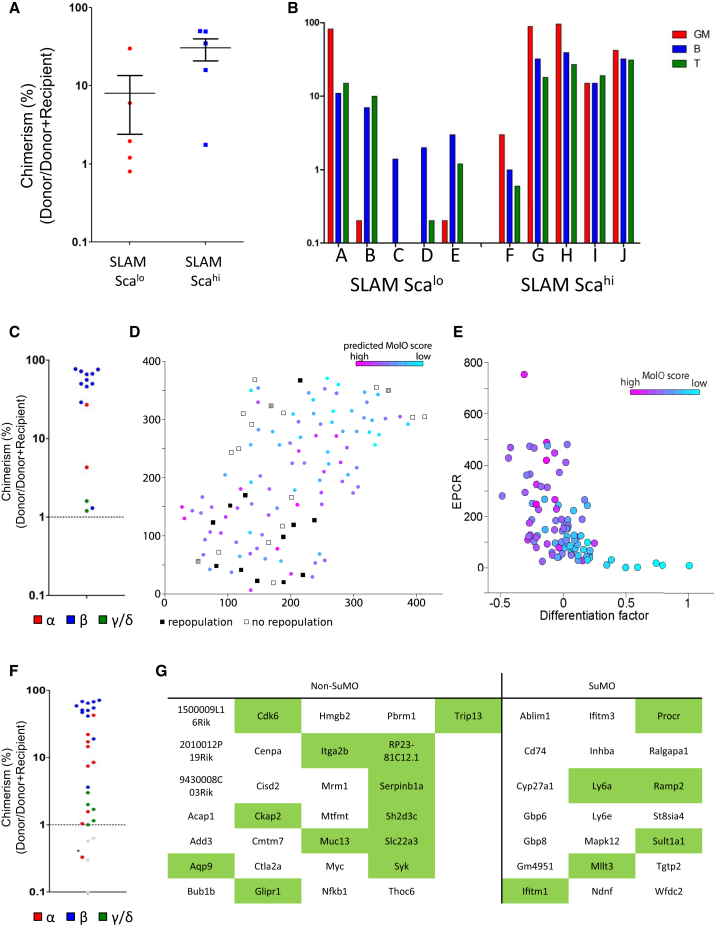
SLAM Sca^hi^ Cells Are Enriched for Long-Term Multilineage HSCs, and Their Single-Cell Transplantation Activity Links to a Distinct Molecular Profile (A) Donor chimerism (% donor/[% donor + % recipient]) in mice receiving either 10 SLAM Sca^hi^ or SLAM Sca^lo^ cells. Recipients of SLAM Sca^hi^ cells have significantly increased levels of donor chimerism. Error bars represent data ± SEM. (B) Individual recipient mice of ten SLAM Sca^hi^ or SLAM Sca^lo^ cells and the donor contribution to various lineages. Ratios are formed by taking the total cells of a particular lineage (e.g., GM) and calculating the donor contribution (e.g., Donor GM/(Donor + Recipient GM). GM contribution is red, B is blue, and T is green. Note that four of five recipients of SLAM Sca^lo^ cells have <1% GM contribution, whereas all five recipients of SLAM Sca^hi^ cells have robust myeloid contribution. (C) Donor chimerism (% donor/[% donor + % recipient]) in mice receiving 1 SLAM Sca^hi^ cell. Fifteen of 29 mice transplanted had donor chimerism of >1% and are displayed on this graph. Blue indicates beta subtype; red indicates alpha subtype; and green indicates gamma/delta subtypes. (D) Joint representation of sequenced cells and transplanted cells. In the t-SNE space, cells with a high predicted MolO score cluster together with repopulating cells; cells with a low predicted MolO score cluster with mostly non-repopulators. Transplanted cells are represented by squares. White indicates non-repopulators. Black indicates repopulators. Hatch pattern indicates gamma-HSCs and the 1% chimerism beta-HSC highlighted in the main text. Sequenced cells are represented by circles, and the predicted MolO score is shown. Axes are in arbitrary units. (E) The hidden differentiation factor recovered using scLVM was strongly correlated with EPCR expression. Cells with high EPCR expression and low differentiation factor also had a high predicted MolO score (colors as in D). Axes are in arbitrary units. (F) Donor chimerism (% donor/[% donor + % recipient]) in mice receiving 1 ESLAM Sca^hi^ cell. Twenty-six of 39 mice transplanted had donor chimerism of >1% and are displayed on this graph. Blue indicates beta subtype. Red indicates alpha subtype, and green indicates gamma/delta subtypes. The asterisk indicates an HSC that had <1% chimerism at 16 weeks, but >1% at 24 weeks. (G) Table of signature genes significantly associated with SuMO and non-SuMO cells. Overlapping genes with the MolO/NoMO gene list are highlighted in green. See also Figure S5 and Table S4.

## Accession Numbers

RNA-seq data for HSC1 have been deposited into the NCBI GEO portal under the accession number GEO: GSE61533.

## Supplemental Information

Document S1. Supplemental Experimental Procedures, Figures S1–S5, and Table S1

Table S2. Differentially Expressed Genes as Identified by scRNA-seq, Relates to Figure 3 The 4,533 genes identified by scRNA-seq to be differentially regulated between individual single cells and for which the biological variability exceeded technical variability.

Table S3. Differentially Expressed Genes Ranked Based on Their MolO Score, Relates to Figure 3 Top 500 ranked scRNA-seq genes by the MolO score. Top negatively correlated genes (NoMO). Top positively correlated genes (MolO).

Table S4. Differentially Expressed Genes Based on Their SuMO Score, Relates to Figure 5 The top 500 ranked scRNA-Seq genes by the SuMO score. Top negatively correlated genes (non-SuMO). Top positively correlated genes (SuMO).

Document S2. Article plus Supplemental Information

How the deposited data were processed for this re-analysis (not part of the article)

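Single-cell RNA-seq counts of 96 HSC1 cells were analysed. The authors deposited raw counts per gene and per ERCC spike-in, made with STAR 2.3.0, SAMtools 0.1.18 and HTSeq 0.6.1 on mm10 according to the submitters' processing notes, with no normalization and no molecular identifiers. Intervals and limits therefore cover counting error only. The PCR, index sort and transplantation data of the paper were not analysed here.

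Cells were filtered on 3 technical measures at 3 median absolute deviations scaled by 1.4826, which kept 92. Size factors were medians of ratios, separately for genes and spike-ins. Technical noise was fitted by a gamma model with identity link of the squared coefficient of variation on the inverse mean, over the 16 spike-ins with a mean of at least 67.0, the 80th percentile of the means of spike-ins whose squared coefficient of variation was over 0.3. The fitted constant was 0.120 and the slope 189.8. A gene was called variable by the chi-square test of Brennecke et al. with a minimum biological coefficient of variation of 0.5 and a Benjamini-Hochberg adjusted p under 0.1. Those p-values cover counting and spike-in noise in these cells, not variation between animals.

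Principal components were computed on log10(normalized count + 1) of the variable genes, centred and not scaled. PC1 was turned so that Procr correlates negatively with it and PC2 so that Vwf correlates positively, over all genes, since Procr was not among the variable genes. Relations are Pearson's r and Spearman's rho across cells, beside the percentile among 100 genes, or 10000 random lists, matched on mean expression. They were also computed without the 2 cells farthest from the median and as partial correlations given the log10 number of detected genes. A list score is the mean z score of its members. The MolO and SuMO scores were recovered by least squares from the coefficients printed in Tables S3 and S4, and were to be used beside claims where the r for the genes left out was over 0.95.

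The genes named in the text were set by a rule written before the data were examined, when the values in Tables S3 and S4 had been seen. The rule takes every gene that the paper names for these cells and the 10 variable genes with the largest ratio of the squared coefficient of variation to the technical value, at a mean of at least 50 and in at least 10 cells. It also takes the 10 largest loadings in each direction of PC1 and PC2, and in each gene list up to 5 members by mean and up to 5 by absolute r with PC1. It took 205 genes, of which 202 had a position in GENCODE M21. Cd48 has no other value than 0.

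The steps were tested on simulated data with 92 cells, drawn from the noise model with the fitted curve and the real means and size factors. In a data set of 13895 tested genes, 39 of 100 genes changed 16-fold and 0 of 100 genes changed 4-fold in a random part of the cells, all with a mean of at least 200, were called, beside 155 unchanged genes. In 20 data sets with no changed gene, of 13811 to 13964 tested genes, the test called a median of 179 genes. It called 1064 to 1225 where the true curve and size factors were used, of which 7 to 21 had a mean of at least 200, so the false calls lay mostly at lower means and did not need an error of the fitted curve. The adjusted p of the variable genes is therefore not a false discovery rate of 0.1 for genes with low means. Simulated genes were sparser than the real ones, with 139 to 158 genes counted in every cell where the real data had 602. The simulated score was recovered with an r of 1.000 over 1893 genes.

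Alternatives were other filters on cells, total-count and ERCC size factors, other settings of the noise fit and test, thinning of counts, a pseudocount of 10 in place of 1, ranks, scaling, and the correlations without 2 cells or given detected genes. Values of r that moved by less than 0.1 with the same sign, and counts within 1.5 times, were taken as the same. The same sign was not required of named genes with a weak r. For these, a change of sign counted as the same where r moved by less than 0.1, and otherwise as moved. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.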

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

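The tests on Lyz2 and Prtn3, and the test of depth with spike-ins thinned, were chosen only after the results were seen. With 1 sample of 92 cells, no sample was tested for lying far from the others; 4 cells stood apart on PC1.

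5 transcripts outside those the paper discusses were well above the limit that a count of 0 allows. Car2, carbonic anhydrase 2, had a mean normalized count of 3821, Lyz2, lysozyme, 978, Xist, the RNA of the inactive X chromosome, 959, Prtn3, proteinase 3 of granulocytes, 413, and Cd79b, part of the B cell receptor, 107. Counts of 4 Y-linked genes were 0.

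Lyz2 was counted in 92 cells and Prtn3 in 90. Mpo, Elane and Ctsg, which granulocyte precursors hold beside Prtn3, together had 0% of its counts. S100a8, S100a9, Ly6c2 and Csf1r, abundant in neutrophils and monocytes, had 2.40% of the counts of Lyz2. Both values argue against RNA from those cells as the source. No biological explanation was tested.

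PC1 rose with the number of detected genes. With the cell cycle score held constant the partial r was -4.87e-05, which is consistent with the cell cycle as a source, though that score had an r of 0.847 with PC1 itself. With the ERCC share held constant it was 0.403, over the bound of 0.3 set in advance. The ERCC share measures RNA content only with error, so this cannot decide whether RNA content is the whole source. With genes alone thinned to 1 depth, r was 0.114, under the bound of 0.3 set in advance as counting for depth, but that PC1 had an r of only 0.275 with PC1 here, and the rule that such a component decides nothing was set after the value was seen. With spike-ins thinned at the same rate r was 0.516, which argues against depth, and no biological condition was in the design.

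Ly6a followed the interferon-response genes, with an r of 0.425 (rho 0.403), at percentile 99.99 of matched random lists. With the number of detected genes held constant it was 0.418, which argues against that number as the source. A shared interferon program is consistent with the percentile, as a hypothesis found and tested on the same cells.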

How the results depend on the processing

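The joint thinning, the sets of genes with a mean of at least 200, above the curve with spike-ins above the 50th percentile, or in Table S2, the pairs of settings below, gene size factors for spike-ins too, the cell left out on PC2, all settings for named genes, and all settings of the correlations with the recovered scores were chosen only after the data were seen. The other alternatives for the counts, components and list scores were set before the data were examined. Of 173 values, 123 were the same, 47 moved and 3 reversed. Of 528 values for 25 named genes, 458 were the same and 70 moved. Both of these groups hold changes of sign among genes with a weak r. Vwf with PC1 went from 0.1475 to -0.2157 with thinned genes, and Slamf1 with PC1 from 0.0265 to -0.0216 with ranks. Except where stated, the cause was not tested.

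Variable genes and panel genes among them, of 17: above the curve 2627 and 9; thinned genes 64 and 1; above the curve with spike-ins above the 50th percentile 5320 and 17; above the curve with ERCC size factors 5285 and 16; ERCC size factors without a minimum CV 1970 and 9. ERCC size factors alone gave 1047 variable genes and the 50th percentile 1330.

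The r of PC2 with Vwf reversed with ranks (-0.163), without the 2 farthest cells (-0.180) and given detected genes (-0.0249). In components computed anew PC2 is turned toward Vwf, so its sign there says nothing, and the size was 0.118 with all 96 cells, 0.250 with total counts, 0.123 with a pseudocount of 10, 0.125 with scaled genes, 0.126 with the given genes of Table S2, and without the cell farthest on that component it was 0.201.

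With all 96 cells, PC1 and Ly6a had -0.462 and the SuMO lists -0.679. A pseudocount of 10 gave 0.403 for detected genes. With ranks, PC1 had -0.431 with Procr, 0.3003 with Itga2b and -0.333 with MolO, and cell cycle and MolO lists -0.384 (-0.437 without 2 cells). Given detected genes, Itga2b had 0.358, MolO -0.301, the cell cycle and MolO lists -0.444, and cell cycle with the recovered MolO score -0.179. Genes above the curve with the 50th percentile gave -0.503 for Ly6a and 0.822 for detected genes, and the given genes of Table S2 gave values of -0.506 and 0.805.

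PC1 was another axis with few genes. Thinned genes gave a share of 8.28%, Procr -0.164, Ly6a -0.383, Itga2b 0.0781, detected genes 0.114 and MolO -0.189. Variable genes with a mean of at least 200 gave 7.75%, Procr -0.142, Ly6a -0.474, Itga2b 0.00930, detected genes 0.0958, Vwf on PC2 0.381 and MolO -0.139. Whether the low means or the small number of genes moved these values was not tested.

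Without the 4 cells that stand apart on PC1, chosen after they were seen, the r with PC1 was -0.411 for Procr, -0.587 for Ly6a, 0.226 for Itga2b and 0.455 for detected genes.

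The list scores kept their sign: NoMO with MolO ran from -0.758 to -0.672, and recovered SuMO with MolO from 0.403 to 0.454. No paired analysis was possible because the cells come from 1 population with no pairs. Depth limits genes with few molecules per cell.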

Differences from the paper's values

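The 50th-percentile pairs, the ERCC pairs, the genes with a mean of at least 200 and the tally without 2 cells were tests chosen only after the values were seen.

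The paper's count of variable genes is 4533 and the count here is 560. None of the alternatives set before the data were examined came within 1.5 times of the paper's: they gave 643 with all 96 cells, 470 with total counts, 1047 with ERCC size factors, 818 without a minimum CV, 2627 above the curve, 514 at 0.05, 547 with a mean of at least 10, 64 with thinned genes and 1330 with the 50th percentile. Of 30 combinations looked at, 4 came within it, all chosen after seeing the values: above the curve with ERCC size factors, 5285 genes, dropping 1 of the 17 panel genes, the same again without a minimum CV, above the curve with spike-ins above the 50th percentile, 5320, dropping 0, and that with total-count ERCC size factors, 5289, dropping 0. The Experimental Procedures call a gene variable where its squared coefficient of variation exceeded technical noise and state no significance level, so the count at an adjusted p under 0.1 is set at a threshold of its own, and the count above the curve needs none.

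The paper calls 17 panel genes variable, and here 4 passed, 9 being above the curve.

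PC2 here was computed on 560 genes and rests largely on cell 18, so it may be another component than the paper's. Of the 11 genes that the paper names for PC2, 1 had an r over 0.2 with it and 2 one under -0.2. Only 5 of the 11 were among the 560 genes, so the others have no loading on it. The tally was 1 and 2 again on the same component without the 2 cells farthest out, where Clu came to -0.248 and Cdkn1c to -0.144. No tally was taken on a component computed anew. Vwf had 0.00764, and with components computed anew without the cell farthest on PC2 the size was 0.201. With variable genes of a mean of at least 200, chosen after seeing the values, it was 0.381. The paper names Slamf1 beside Ly6a, Procr and Vwf as genes that drive the separation of the cells on the plot of both components, not on PC1 alone. Slamf1 had an r of 0.0265 with PC1, while Procr and Ly6a had -0.561 and -0.659. With PC2 here, 0 of these 4 genes had an r over 0.2 and 0 had one under -0.2. The 3 lowest loadings of PC1 were Pqlc3, Procr and Ly6a with the genes above the curve at the 50th percentile, also chosen after seeing the values. With the given genes of Table S2 they were Emcn, Cd82 and Cdkn1c. With the variable genes of a mean of at least 200 they were Cd74, Ly6a and H2-Aa.

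In the first 1997 rows of Table S3 and the first 1996 rows of Table S4, the parts used here, the corrected p fell at 958 and 1017 steps where p rose, which a Benjamini-Hochberg correction with its step-up minimum does not do.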
